A study of Mus musculus with 2 samples. Its data were reported in "ZEB1 promotes chemoimmunotherapy resistance in pancreatic cancer models by downregulating chromatin acetylation of CXCL16" (2025).

How the data were processed

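Single-cell RNA was measured in 2 tumour samples from mice. KPC cells, a mouse pancreatic cancer line, were placed in the pancreas after transfer of either a control hairpin (KPC-shV) or a hairpin against Zeb1 (KPC-shZEB1), and 1 tumour per group was dissociated and sequenced. Per the labels, libraries were prepared with the 10x Chromium 3' chemistry. The study's results describe gemcitabine treatment of these mice, which the labels do not mention. With 1 library per group there was no replicate, and mouse, tumour, dissociation, library and group were the same split.

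The deposited files hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, which the authors made with Cell Ranger 7.0.1, per the file headers, against the mm10 mouse genome. They are filtered matrices of barcodes that Cell Ranger called as cells, before any filter of the study. Whether reads from introns were counted was not stated. This matters for a knocked-down gene, because a hairpin acts on spliced RNA and unspliced RNA is counted with it where introns are included. Of the 32285 genes, 32158 had their identifier in the GENCODE annotation of the same build, GRCm38, and so did all 92 genes named by the rule below or by marker. Coordinates are 1-based and come from that annotation.

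The library labelled KPC-shV held 12594 barcodes with 130941086 UMIs, and the library labelled KPC-shZEB1 held 13271 barcodes with 143461224 UMIs. Cells were kept with at least 500 genes, 1000 to 60000 UMIs and at most 15% mitochondrial UMIs, as in the study's methods. In the library labelled KPC-shV, 293 barcodes had too few genes, 461 too few UMIs, 289 too many UMIs and 165 too many mitochondrial UMIs, with overlap. The same filters met 245, 457, 217 and 179 barcodes in the library labelled KPC-shZEB1. They left 11713 and 12447 cells. Doublets were scored per library with Scrublet in scanpy 1.11.5, where the study used DoubletFinder. Its automatic threshold called none in the library labelled KPC-shV, so a fixed score above 0.2 was used in both, set after the score histograms were seen. It removed 262 cells (2.24%) and 309 cells (2.48%), and 11451 and 12138 cells remained.

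Both libraries were clustered together on 30 principal components of 3000 variable genes with a graph of 20 nearest neighbours and the Leiden method (leidenalg 0.10.2, resolution 1). The 62 genes of the panels were kept out of the variable genes, so that no panel gene set the clusters. Other compared genes were not kept out, and some of them, such as Ralyl, Cntn5 and Prg4, lead clusters. No step aligned the libraries with each other, where the study used Harmony. This gave 29 clusters. T and NK clusters were clustered again on 20 components of 2000 variable genes at resolution 1.5, which gave 14 sub-clusters. Markers of 24 cell types were fixed before the data were examined, as were the cell filters, the gene panels, the measures and 15 of the alternatives. The rule that scores the markers was not. It had 3 versions, and each change was made after the names of the clusters had been seen. In the version used, a marker counted as detected in at least 10% of a cluster's cells and, for the main classes, at 3 times the CPM of the median cluster. A cluster took the name whose markers had the highest mean share of their maximum over clusters, given at least 3 detected markers. It stayed unnamed where another class had more markers among its 10 leading genes. A T or NK sub-cluster also needed its name's first marker in at least 20% of its cells. That minimum was set after the data were seen. All names are of the form X-like. T-like cells are those of the T and NK sub-clusters other than the NK-like and ILC2-like ones, unnamed sub-clusters included. Immune cells are all cells of named immune classes.

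For each class the UMIs of a gene were summed over its cells in each library and given per 1000000 UMIs of the class total (CPM), with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals, and a share of 0 has the limit that 3 counts allow. Ratios are the library labelled KPC-shZEB1 over the library labelled KPC-shV, with an exact interval conditional on the sum of the counts. Intervals cover counting error only and not the difference between mice, so no test was made and no p-value is given. Those of CPM, gene ratios and gene lists treat UMIs as independent. They therefore leave out the variation between the cells of a class, and are too narrow where few cells carry a gene. For gene lists, the median log2 ratio with 1 CPM added was compared with 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean CPM, and its interval comes from 1000 Poisson draws. That percentile describes these libraries alone. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs.

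Genes named in the text follow a rule fixed with the other choices above, apart from the exceptions given below. It takes the panel genes and, by log2 ratio with 1 CPM added, the 5 largest and 5 smallest genes in tumour-like cells and the 3 largest and 3 smallest in granulocyte-like and CD8 T-like cells. A gene entered with at least 50 CPM and 30 UMIs in the higher library and with a class CPM no lower than that over all cells of that library. Mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, gene models without a name and the markers were left out. It is a rule of size, not a test. The exceptions are markers, leading genes of clusters, genes of the interferon lists and genes that the text says were chosen after the values were seen.

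Alternatives covered the cell filters, doublets, the cluster resolution, clustering each library alone, the panel genes among the variable genes, the mean of per-cell CPM, scaling to a median log2 ratio of 0, subtraction of background RNA and the denominators of shares. A further 12 alternatives were added after the data were seen. The measures were tested on simulated data made from barcodes with many UMIs, with the library labelled KPC-shZEB1 set against the library labelled KPC-shV and 200 of 32285 genes changed by known amounts. The simulated sums were Poisson draws, and only genes of at least 50 CPM were scored. They held no variation between cells, no background RNA and no clustering, so they check the calculation and not those sources of error. After scaling to a median log2 ratio of 0, 100.0% of the 200 changed genes were recovered within 0.25 log2 units, and 0.0% of 3570 unchanged genes appeared changed by more than 0.5. The ratio intervals held the true value for 95.0% of 3770 genes, and 10 of the 10 genes picked by the naming rule were changed ones. The condition of that rule on the CPM over all cells was met by construction, so it was not tested. Cell-cell communication scores, Harmony, the study's own cell labels and its other experiments are not used here. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.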

Results

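To describe how hairpin knockdown of Zeb1 in KPC tumour cells relates to the cells of the tumour, 1 tumour grown from KPC-shV cells and 1 grown from KPC-shZEB1 cells were compared by single-cell RNA sequencing. After filtering, 11451 cells with 101877836 UMIs remained in the library labelled KPC-shV and 12138 cells with 119740392 UMIs in the library labelled KPC-shZEB1. The median cell held 3726 and 4260 UMIs. Each value below comes from 1 library per group, so no difference has a replicate check. Intervals in parentheses are 95% intervals for counting error only, and ratios are the library labelled KPC-shZEB1 over the library labelled KPC-shV.

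The knocked-down gene was examined first, as a check of the labels. Zeb1 (ENSMUSG00000024238) encodes a transcription factor of epithelial-mesenchymal transition and lies on chromosome 18 from 5591860 to 5775467 on the plus strand (GRCm38). In tumour-like cells it reached 167 CPM (163–172) in the library labelled KPC-shV and 189 CPM (185–194) in the library labelled KPC-shZEB1, a ratio of 1.13 (1.09–1.17). It was therefore not lower in the library labelled KPC-shZEB1. Within the 3 tumour-like clusters that both libraries held in number, the ratios were 1.18 (1.12–1.24), 1.11 (1.05–1.18) and 1.53 (1.06–2.24). In the remaining tumour-like cluster, with 10 cells in the library labelled KPC-shV, the ratio was 0.904 (0.717–1.16), within counting error. Naming clusters by their mean log2 ratio gave 1.302 over all tumour-like cells. Subtraction of the library's own background RNA gave 1.03. Subtraction of the level in monocyte-macrophage-like cells, the class with the least Zeb1, moved that ratio most, to 0.957 (0.899–1.02). Zeb1 was also present in host classes, with 1380.0 and 1526 CPM in T-like cells and 257 and 275 CPM in fibroblast-like cells. Granulocyte-like cells held 159 and 237 CPM. In the library labelled KPC-shZEB1 this is above the tumour-like level, so subtraction of the granulocyte-like level could give no ratio. The paralogue Zeb2 was at 214 and 234 CPM in tumour-like cells, a ratio of 1.09 (1.06–1.13), and only 11.9 and 4.89 CPM were left once background RNA was subtracted. The study also measured Zeb1 knockdown in the KPC cells and stained tumour tissue for Zeb1, and those experiments are not examined here. The counts are of RNA and do not measure the protein. Because the RNA of the target gene went against the label, each direction below is between 2 labelled libraries and is not tied to a lower level of Zeb1.

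The next question was whether the make-up of the tumour differed. Granulocyte-like cells were 59.9% (59.0–60.8) of cells in the library labelled KPC-shV and 35.3% (34.5–36.2) in the library labelled KPC-shZEB1, a ratio of 0.589 (0.567–0.612). Clustering each library alone moved this ratio most, to 0.629. T-like cells were 3.59% (3.26–3.95) and 10.5% (9.93–11.0), a ratio of 2.92 (2.61–3.27). B-like cells were 2.54% and 10.1%, a ratio of 3.98 (3.50–4.54). Monocyte-macrophage-like and dendritic-like cells together were 15.3% (14.7–16.0) and 23.7% (22.9–24.4), a ratio of 1.54 (1.45–1.64). NK-like cells were 0.498% and 1.44%, a ratio of 2.90 (2.14–3.98). Tumour-like cells were 13.2% (12.6–13.9) and 11.9% (11.3–12.5), a ratio of 0.899 (0.836–0.967), which turned to 1.12 when clusters were named by their mean log2 ratio. Shares of one sample are tied to each other, so a lower granulocyte-like share raises the others. Among cells other than granulocyte-like ones, T-like cells were 8.95% and 16.2%, a ratio of 1.81 (1.62–2.03), and B-like cells had a ratio of 2.46. On that denominator the combined myeloid share was 38.3% and 36.6%, a ratio of 0.955 with an interval that reaches 1.01, so its rise depended on the denominator. The tumour-like share on it was 33.1% and 18.4%, a ratio of 0.557. Immune cells in total were 82.0% and 81.3%. An unnamed cluster of 7 and 285 cells was counted in no class.

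**Figure D1:**
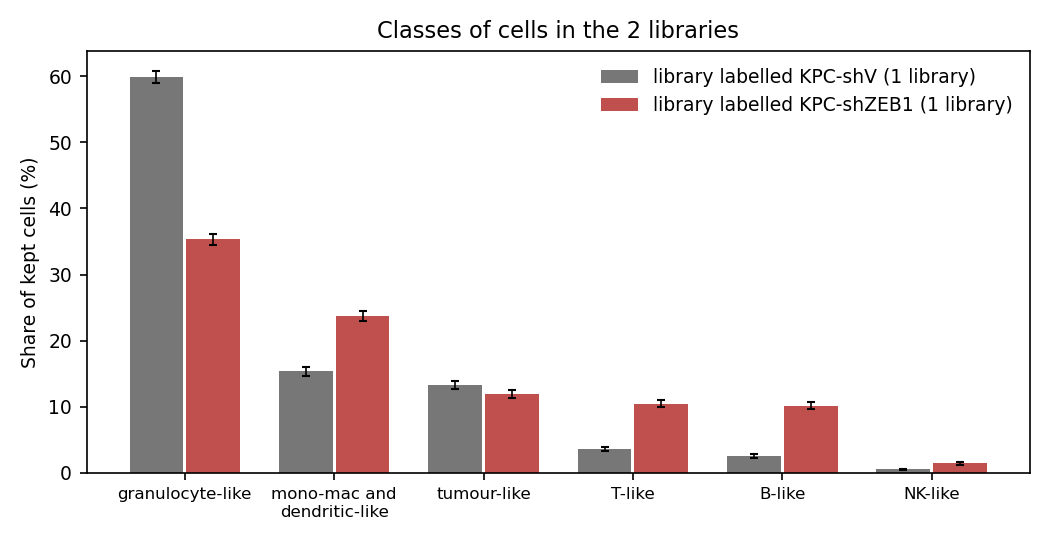
Share of kept cells (%) in each class, for the library labelled KPC-shV (grey) and the library labelled KPC-shZEB1 (red), with 1 library per group; bars are shares and whiskers exact 95% binomial intervals for counting error only. The granulocyte-like share was 59.9% and 35.3%, and the T-like share 3.59% and 10.5%.

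The study asked whether CD8 T cells, and those with granzyme A in particular, were more frequent after knockdown. CD8 T-like cells numbered 120 of 476 T and NK cells (25.2%, 21.4–29.4) in the library labelled KPC-shV and 421 of 1465 (28.7%, 26.4–31.1) in the library labelled KPC-shZEB1. The ratio of 1.14 (0.929–1.41) was within counting error, and it was 0.974 when each library was clustered alone and 0.967 without doublet removal. Of all cells they were 1.05% (0.870–1.25) and 3.47% (3.15–3.81), a ratio of 3.31 (2.70–4.09). Against all cells other than granulocyte-like ones the ratio was 2.05 (1.67–2.53). Of the T and NK sub-clusters, 3 had no name. One of them, led by Klra1, held 69 cells (14.5%) and 232 cells (15.8%), and 8.97% of its cells had a Cd8a UMI. Another, kept out of the naive CD8 T-like name by the minimum on the first marker, held 30 cells (6.30%) and 149 cells (10.2%), and 1.12% of its cells had a Cd8a UMI. The last was kept out of the CD4 T-like name by the same minimum and held 16 cells (3.36%) and 38 cells (2.59%). Without these sub-clusters the T-like share was 2.58% and 7.02%, a ratio of 2.72.

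CD8 T-like cells with at least 1 UMI of Gzma (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981, minus strand) were 15 of 9390 immune cells (0.160%, 0.0894–0.263) in the library labelled KPC-shV. They were 71 of 9865 (0.720%, 0.563–0.907) in the library labelled KPC-shZEB1, a ratio of 4.51 (2.56–8.47). The ratio was 5.90 with CD8 T cells defined by Cd8a or Cd8b1 UMIs and 3.52 after each cell was thinned to 1000 UMIs. Within CD8 T-like cells the share with a Gzma UMI was 12.5% (7.17–19.8) and 16.9% (13.4–20.8). After thinning it was 8.33% (4.07–14.8) and 8.79% (6.26–11.9), with 0 cells left out as too shallow. No order is read from these shares, because the summed Gzma CPM of the same cells went the other way. B-like cells, which should lack Gzma, had it in 0 of 291 cells, which allows a share of up to 1.03%, and in 24 of 1227 cells (1.96%, 1.26–2.90). Granulocyte-like cells had it in 0.787% and 2.57%. Median depths were 7935.5 and 6064 UMIs in CD8 T-like cells, 3736 and 3418 in B-like cells and 3148 and 2913.5 in granulocyte-like cells. Effector CD8 T-like sub-clusters were 0.682% and 1.93% of immune cells, a ratio of 2.83 (2.12–3.81). They were 53.3% and 45.1% of CD8 T-like cells, a ratio of 0.846 (0.634–1.14).

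In CD8 T-like cells, Gzma was at 1118 CPM in the library labelled KPC-shV and 598 CPM in the library labelled KPC-shZEB1, a ratio of 0.535 (0.499–0.574). A few cells carried this value, as the 5 cells with the most Gzma held 88.8% of its UMIs in the first library and 45.0% in the second. Removal of the 8% of barcodes with the highest doublet scores moved it most, to 0.752. Gzmb had a ratio of 0.509 (0.445–0.582). Ifng was at 77.5 and 216 CPM, a ratio of 2.79 (2.24–3.50), which was 1.17 as a mean over cells and 1.31 without the sub-cluster led by cell cycle genes. The 8 effector genes together had a median log2 ratio of 0.05 (−0.11–0.21), at percentile 62.7 of matched random lists, with 4 of 8 higher. The 7 exhaustion genes had a median of −0.12 (−0.25–0.04), at percentile 13.4, with 2 of 7 higher. Their log2 ratios ran from −0.58 for Entpd1 to 0.08 for Ctla4. Neither list stood apart from random lists in these values, and both changed direction with the setting: the effector median was −0.20 as a mean over cells, and the exhaustion median 0.00047 with cells of at least 200 genes and 500 UMIs. In the other settings the exhaustion median stayed below 0, down to −0.21, at percentile 2.89, without the highest 8% of doublet scores. Cxcr6, the receptor of CXCL16 (ENSMUSG00000048521, chromosome 9 from 123806475 to 123811760, plus strand), was at 177 and 163 CPM, a ratio of 0.920 (0.783–1.08), so no difference was detectable at this depth.

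Among tumour-like cells, the chemokine gene Cxcl16 (ENSMUSG00000018920) on chromosome 11 from 70453983 to 70459984, minus strand, was at 118 CPM (114–121) in the library labelled KPC-shV and 155 CPM (151–159) in the library labelled KPC-shZEB1. The ratio was 1.32 (1.26–1.37), and 1.12 when clusters were named by their mean log2 ratio. Among 31 chemokine ligand genes with at least 30 UMIs, Cxcl16 ranked at 15 by ratio. Counted from the largest rise, it ranked at 5 by CPM difference, and at 3 after subtraction of background RNA. It was also higher in granulocyte-like cells of the library labelled KPC-shZEB1, at 27.5 and 61.0 CPM. Subtraction of the granulocyte-like level moved the tumour-like ratio most, to 1.04 (0.963–1.12), and after the T-like level it was 1.25 (1.14–1.36). Spp1, the gene of osteopontin (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050, plus strand), was at 9672 and 6515 CPM in the libraries labelled KPC-shV and KPC-shZEB1, a ratio of 0.674 (0.670–0.677). It was lower in each of the 4 tumour-like clusters, with ratios from 0.606 to 0.691. Slc29a1, the gene of the gemcitabine transporter ENT1 (ENSMUSG00000023942, chromosome 17 from 45585200 to 45599606, minus strand), was at 38.5 and 40.9 CPM, a ratio of 1.06 (0.986–1.15). That difference was not detectable at this depth, and the ratio was 0.855 without a tumour-like cluster found almost only in the library labelled KPC-shZEB1.

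**Figure D2:**
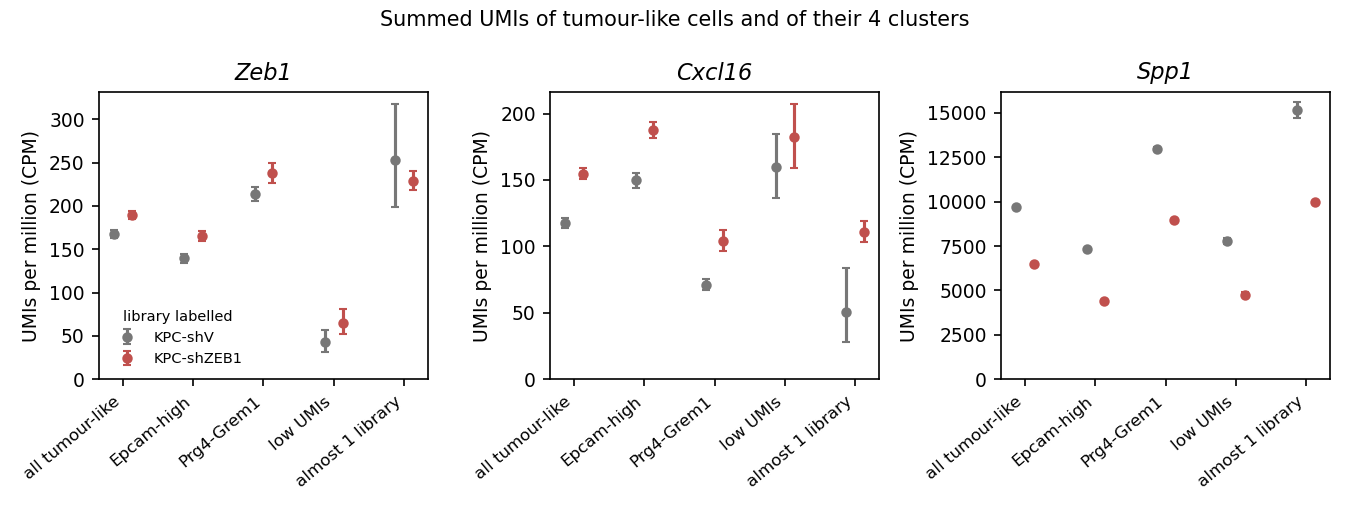
UMIs summed over cells per 1000000 UMIs (CPM) of Zeb1, Cxcl16 and Spp1 in all tumour-like cells and in each of their 4 clusters, for the library labelled KPC-shV (grey) and the library labelled KPC-shZEB1 (red), with 1 library per group; points are values and whiskers exact 95% Poisson intervals for counting error only. Zeb1 in all tumour-like cells was 167 and 189 CPM, and the cluster found almost only in 1 library had 10 cells in the library labelled KPC-shV.

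The 9 genes of MHC class I presentation were all higher in tumour-like cells of the library labelled KPC-shZEB1. Their median log2 ratio was 0.76 (0.68–0.83), at percentile 99.99 of matched random lists, and ran from 0.08 for B2m to 1.02 for Psmb8. Psmb8 was at 137 and 278 CPM. The median of the list moved most, to 0.64, without the tumour-like cluster found almost only in 1 library. The 12 pyroptosis genes had a median of 0.15 (0.07–0.22), at percentile 96.0, with 8 of 12 higher. They ran from −0.15 for Il1b to 0.67 for Pycard, and Gsdmd had a ratio of 1.49 (1.34–1.66). Across settings the median ran from 0.09, at percentile 84.1, as a mean over cells to 0.23, at percentile 99.9, with no upper UMI limit. Of the other lists, the 8 epithelial genes had a median of 0.15 (0.06–0.24), at percentile 86.2, with 6 of 8 higher, and this turned to −0.26 when clusters were named by their mean log2 ratio. Cdh1 was at 209 and 269.8 CPM, a ratio of 1.29 (1.25–1.33) that turned to 0.966 under that naming, and Cldn7 had a ratio of 0.707 (0.670–0.745). Without the tumour-like cluster found almost only in 1 library, the epithelial median rose to 0.44 and the Cdh1 ratio to 1.58 (1.53–1.63). The mix of the clusters that remain enters this Cdh1 ratio, as given below. The 6 mesenchymal genes had a median of 0.79 (0.64–0.90), at percentile 99.95, with 4 of 6 higher. That value rested on the cluster found almost only in 1 library, since without it the median was 0.08, at percentile 62.5. Cdh2 had a ratio of 6.40 (5.09–8.12) with the cluster and 1.36 without it. Snai1 had a ratio of 0.456 (0.396–0.525), Fn1 of 0.772 (0.764–0.779) and Vim of 1.01 (0.998–1.02), the last with 0.958 when no upper UMI limit was set.

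Tumour-like cells fell into 4 clusters. One with the most Epcam held 46.0% and 47.1% of them, one led by Prg4 and Grem1 31.3% and 14.2%, and one of few UMIs 22.0% and 22.8%. The last held 10 cells (0.659%) and 230 cells (15.9%). Within the clusters other than this last, in the order given, Cdh1 had ratios of 1.28 (1.24–1.32), 2.20 (1.80–2.69) and 0.911 (0.725–1.14). Of these, the Prg4-Grem1 cluster had the least Cdh1, at 13.8 and 30.3 CPM. Its smaller share in the library labelled KPC-shZEB1 therefore enters the Cdh1 ratio without the last cluster. Of 2803 genes under the naming rule, Ralyl (ENSMUSG00000039717, chromosome 3 from 13471655 to 14182287, plus strand) had the largest ratio, 39.0 (32.3–47.6), with 3.14 and 122 CPM. Zfp804b (10.9), Cacna2d1 (8.01), Klf12 (7.87) and Gulp1 (7.05) followed by ratio. Ralyl, Zfp804b and Cacna2d1 are leading genes of the cluster found almost only in 1 library, so its size enters their ratios. Without it the ratios were 4.17 (3.21–5.46), 2.05 (1.87–2.26) and 1.96 (1.75–2.19), and within it Ralyl had a ratio of 4.70 (3.36–6.80). At the other end were Cntn5 with a ratio of 0.222, Hspa1b with 0.385, Prg4 with 0.393, Rbp4 with 0.432 and Steap4 with 0.498. Cntn5 and Prg4 lead the Prg4-Grem1 cluster, within which Prg4 was at 557 and 471 CPM, a ratio of 0.845 (0.811–0.881). In the cluster with the most Epcam, Prg4 was at 74.1 and 14.7 CPM, a ratio of 0.198 (0.174–0.226), so the size of the Prg4-Grem1 cluster is not all of its difference. When the same rule was applied without the cluster found almost only in 1 library, a choice made after the values were seen, AY036118 (2.47), Muc4 (2.48), Phgr1 (2.37), Pglyrp1 (2.15) and Arf5 (2.08) had the largest ratios. The smallest were those of Pcdh7 (0.206), Cntn5 (0.276), Abcb1b (0.351), Hspa1b (0.382) and Ereg (0.452).

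In granulocyte-like cells the study asked about genes of neutrophil polarisation and about Cd44, a receptor of osteopontin. The median log2 ratio of genes with at least 50 CPM was 0.10 there, so ratios are given first to the class total and then relative to that shift. Icam1 was at 539 and 797 CPM, a ratio of 1.48 (1.44–1.52) and of 1.38 relative to the shift. Cxcl10 was at 304 and 466 CPM, a ratio of 1.53 (1.48–1.59) and 1.43. Subtraction of background RNA moved Icam1 most, to 1.63. Cxcr2 had ratios of 1.21 (1.16–1.26) and 1.13, and Cd274, the gene of PD-L1, 0.753 (0.742–0.765) and 0.702. Tnf was at 803 and 802 CPM, a ratio of 0.999 (0.975–1.02), and its direction depended on the setting, with 0.931 relative to the shift and 1.07 after subtraction of background RNA. Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665, minus strand) was at 1832 and 1814 CPM, with 0.990 (0.974–1.01), 0.923 relative to the shift and 1.03 after subtraction. Of 1555 genes under the naming rule, Gpr171 (3.96), AY036118 (3.45) and Rasip1 (3.29) had the largest ratios and Wfdc21 (0.361), Car4 (0.384) and Nos2 (0.390) the smallest. Wfdc21 is a leading gene of a granulocyte-like cluster with 1147 and 292 cells in the libraries labelled KPC-shV and KPC-shZEB1. Cxcr2 leads another with 1315 and 1367 cells, of 6861 and 4286 granulocyte-like cells. The sizes of these clusters therefore enter both ratios, and ratios within them were not computed. In CD8 T-like cells, among 2694 genes, the largest were those of Slamf6 (4.09), AY036118 (3.14) and Lta (2.90), and the smallest those of Brinp3 (0.118), Prrg1 (0.271) and Frmd5 (0.281). Lta turned to 0.798 without the sub-cluster led by cell cycle genes. Frmd5 leads the regulatory T-like sub-cluster, so cells of that kind among the CD8 T-like cells could enter its ratio, which was not tested. The summed UMIs behind the CD8 T-like values were 1174375 and 3511339, fewer than those of tumour-like and granulocyte-like cells.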

Values the study reported

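The study sorted CD8 T cells into 4 subsets and reported a 3.8-fold increase of the GZMA effector subset after Zeb1 knockdown.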

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

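Of the tests in this part, only the one that left the acinar genes out of the clustering was set up before its result was seen; the others were chosen after the cluster had been seen. A cluster that no comparison uses was present in the library labelled KPC-shZEB1 above its level in the library labelled KPC-shV, the control. It held 285 cells, or 2.35% (2.09–2.63) of kept cells, against 7 cells, or 0.0611% (0.0246–0.126). Its cells resembled granulocyte-like cells but were led by transcripts of pancreatic acinar cells, so the naming rule left it without a name.

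The tables argue against several explanations. Doublets of an acinar cell and a granulocyte would hold acinar UMIs near the number in an acinar cell, yet the median cell of the cluster held 8 UMIs of the acinar markers against 903 in acinar-like cells. An even background of acinar RNA would give 3.92 cells with at least 10 such UMIs among granulocyte-like cells and this cluster, and 143 were found. Uptake of acinar RNA special to granulocytes would leave B-like cells lower, yet at 2000 UMIs per cell 5.11% of B-like cells (61 of 1194) held at least 5 such UMIs against 5.73% of granulocyte-like cells with this cluster (237 of 4137).

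The acinar genes alone set these cells apart. With 56 genes of acinar-like cells left out of the variable genes, 99.6% of the cells of the cluster in the library labelled KPC-shZEB1 fell in granulocyte-like clusters. Each of the 5 classes compared held more acinar RNA in that library, with 539.8 against 58.5 CPM of the acinar markers in B-like cells and 291 against 45.9 in tumour-like cells. Acinar-like cells numbered 16 in the library labelled KPC-shV and 37 in the library labelled KPC-shZEB1. What stays open is how this RNA reached some cells far more than others, for example as cell fragments that stayed attached after dissociation. A link to the hairpin was not tested, since the group is also 1 mouse and 1 dissociation. Counting these cells as granulocyte-like moved the granulocyte-like ratio from 0.589 to 0.628.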

How the results depend on the processing

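Of the alternatives in this part, 15 were fixed before the data were examined and 12 were chosen only after results had been seen: those on the upper UMI limit, the highest doublet scores, the rule that names clusters, single clusters left out or taken alone, the unnamed sub-clusters, the cluster with acinar transcripts and cells other than granulocyte-like ones. No paired analysis was possible because the 2 libraries come from 2 mice with nothing that pairs their cells. Of 366 values of the 23 main results under alternatives, 300 stayed within the counting interval of the value reported, 53 left it in the same direction and 13 changed direction. Of 1375 values of 79 other results, 1102 stayed, 229 left it and 44 changed direction. No value with a main result outside its interval arose from a mitochondrial maximum of 10% or 25% or from panel genes among the variable genes. The ratio of CD8 T-like cells with Gzma to immune cells stayed within its interval under all 16 settings, from 3.52 to 5.90, and Cxcr6 under all 17, from 0.850 to 0.997. All values below are ratios, or median log2 ratios for lists, and where no cause is named the cause was not tested.

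Subtraction of background RNA gave Zeb1 1.03, Cxcl16 1.25, Spp1 0.698, Icam1 1.63, Cxcl10 1.64, Cxcr2 1.32 and Cd274 0.806. It changed the direction of Cd44 in granulocyte-like cells (1.03), Tnf (1.07), Zeb2 in tumour-like cells (0.411, from residues of 11.9 and 4.89 CPM) and the CD8 effector list (−0.0418). Scaling to a median log2 ratio of 0 gave Cd44 0.923, Icam1 1.38, Cxcl10 1.43, Tnf 0.931, Cxcr2 1.13 and Cd274 0.702, a shift that its construction makes common to all genes of the class. The mean over cells gave Spp1 0.684, Gzma 0.590, Cd274 0.765 and the MHC class I list 0.66. It changed the direction of Slc29a1 (0.963), Tnf (1.02), Casp8 (0.992), Prf1 (0.790), Pdcd1 (0.992), Lta (0.951) and the CD8 effector list (−0.20).

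With at least 200 genes and 500 UMIs, the exhaustion list (0.00047), Havcr2 (1.07) and Tox (1.00) changed direction. Without doublet removal, Gzma was 0.629, and the CD8 share of T and NK cells (0.967) and Tnf (1.01) changed direction. Removal of the highest 8% of doublet scores gave a tumour-like share ratio of 0.822, Spp1 0.655 and Gzma 0.752, and turned Vim (0.996) and Pdcd1 (0.985). With no upper UMI limit Spp1 was 0.685 and the pyroptosis list 0.23, and Casp8 (0.956), Esrp2 (0.988) and Vim (0.958) turned.

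At resolution 0.5 the granulocyte-like share ratio was 0.628, the tumour-like share ratio 0.763, Zeb1 1.07, Cxcl16 1.41, Spp1 0.580 and the MHC class I list 0.64. Slc29a1 (0.855), Zeb2 (0.981), Gsdme (0.987), Casp4 (0.947), Grhl2 (1.11) and Pdcd1 (0.999) turned. Nearly the same values arose when the tumour-like cluster found almost only in 1 library was left out: a tumour-like share ratio of 0.761, Zeb1 1.07, Cxcl16 1.41, Spp1 0.580 and the MHC class I list 0.64, with Slc29a1 (0.855), Zeb2 (0.979), Gsdme (0.986), Casp4 (0.948) and Grhl2 (1.11) turned. At resolution 2 Spp1 was 0.687, and Pdcd1 (0.998) and the CD8 effector list (−0.10) turned. With each library clustered alone, the granulocyte-like share ratio was 0.629 and Gzma 0.595, and the CD8 share of T and NK cells (0.974) and Ctla4 (0.992) turned.

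Naming clusters by their mean log2 ratio over the median cluster, the first version of the rule, gave Zeb1 1.302, Cxcl16 1.12, Spp1 0.794, Slc29a1 1.19 and Gzma 0.631. It changed the direction of the tumour-like share (1.12), Cd44 in tumour-like cells (0.912), Casp8 (0.844), Nlrc4 (0.903), Cdh1 (0.966), Esrp1 (0.824), Esrp2 (0.755), Crb3 (0.838), Mki67 (0.992), Lta (0.798), the epithelial list (−0.26) and the CD8 effector list (−0.0773). Without the CD8 T-like sub-cluster led by cell cycle genes, Gzma was 0.631, and Mki67 (0.992), Lta (0.798) and the CD8 effector list (−0.0773) turned. In effector CD8 T-like cells alone, Pdcd1 (0.952), Ctla4 (0.955) and the CD8 effector list (−0.0251) turned. The cluster with the most Epcam alone gave Zeb1 1.18, Cxcl16 1.25, Spp1 0.606 and the MHC class I list 0.64, and turned Slc29a1 (0.847) and Esrp2 (0.943).

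Among cells other than granulocyte-like ones, the ratios were 1.81 for T-like, 2.46 for B-like, 0.557 for tumour-like and 2.05 for CD8 T-like cells, and the myeloid ratio turned to 0.955. As a share of non-immune cells, the tumour-like ratio was 0.985. These changes follow from the denominator, which loses the class that fell most or the immune classes. With the cluster of acinar transcripts counted as granulocyte-like, the granulocyte-like ratio was 0.628. Depth limits the CD8 T-like values more than the tumour-like and granulocyte-like ones, since that class held 120 cells and 1174375 UMIs in the library labelled KPC-shV.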

Other observations

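In this part, the tests with the 2 interferon lists were written before their results were seen, and all other tests were chosen after. Zeb1 in tumour-like cells was not lower in the library labelled KPC-shZEB1, with a ratio of 1.13 (1.09–1.17). A different mix of tumour-like clusters does not account for this, as the lowest ratio within the 3 clusters that both libraries held in number was 1.11 (1.05–1.18). RNA from other cells cannot be told apart from a true lack of change. Subtraction of the library's own profile, tried first, gave a ratio of 1.03. After that value was seen it was replaced by subtraction of the level in monocyte-macrophage-like cells, 46.7 and 73.8 CPM, which gave 0.957 (0.899–1.02) and left 121 and 116 CPM. An exchange of the 2 labels cannot be told apart either, because the library labelled KPC-shV held 88.4% of the level in the library labelled KPC-shZEB1, far from a knockdown in either direction. A loss of the hairpin in the grown tumour, and a knockdown hidden by unspliced RNA, could also leave the level unchanged, and neither was tested here.

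Cxcl16 in tumour-like cells was higher in the library labelled KPC-shZEB1, with a ratio of 1.32 (1.26–1.37). Part of this may be RNA from other cells, because Cxcl16 also rose in classes thought to hold little of it. Subtraction of the granulocyte-like level gave a ratio of 1.04 (0.963–1.12), of the B-like level 1.10 (0.967–1.24), of the NK-like level 1.22 (0.983–1.52) and of the T-like level 1.25 (1.14–1.36). These levels may be made by those cells themselves, so a rise in tumour cells cannot be told apart from RNA of other cells. By ratio, Ccl22 (4.58), Ccl5 (3.03) and Ccl17 (2.85) were the first of the 31 chemokine genes, and Cxcl9 had the largest rise in CPM, from 269 to 450.3 CPM. These 4 were picked for their rank after the values were seen. Subtraction of the library profile left little of the first 3 in tumour-like cells, with 0.00 and 1.23 CPM for Ccl22, 0.101 and 3.21 CPM for Ccl5 and 1.49 and 0.00 CPM for Ccl17, while Cxcl16 kept 113 and 141 CPM and Cxcl9 kept 283 and 483 CPM.

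A tumour-like cluster lay almost only in the library labelled KPC-shZEB1, with 10 and 230 cells. Its genes shifted by whole chromosomes: against the Prg4-Grem1 cluster of the same library, the median shift of 11 of 20 chromosomes lay outside the central 99% of random gene sets, from −0.36 for chromosome 16 to 0.46 for chromosome 14 in log2 units. Against the cluster with the most Epcam it was 10 of 20, while these last 2 clusters differed from each other in 1 of 20 in that library and 3 of 20 in the library labelled KPC-shV. This is the pattern that a different chromosome content would give, as in a subclone of the injected line. Between the libraries, 4 of 20 chromosomes lay outside within the Prg4-Grem1 cluster and 6 of 20 within the cluster with the most Epcam, but the shifts were small, at most 0.0890. A technical difference between the libraries of that size does not account for shifts of up to 0.46. Doublets with host cells do not either. Markers of each of 8 host classes stayed at or below 30.4% of the CPM that 1 host cell of median UMIs in each of its cells would bring, and those of granulocytes at 27.1%. The 10 cells of the library labelled KPC-shV also held Cdh2, at 118 CPM from 35 UMIs. Whether such a subclone has any link to the hairpin was not tested, as 1 tumour per group cannot separate a link from chance growth. Without the cluster the Cdh2 ratio was 1.36 and the epithelial median 0.44, at percentile 99.85.

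The MHC class I genes were higher in tumour-like cells of the library labelled KPC-shZEB1, with a median log2 ratio of 0.76. A stronger interferon gamma response would raise other genes of that response too. A list of 10 of these without any panel gene had a median of 1.04 (0.98–1.11), at percentile 100.0 of matched random lists, with 10 of 10 higher. A stronger type I interferon response does not account for it, as 9 genes of that response had a median of −0.22 (−0.34 to −0.10), at percentile 0.24. Mx1 was on that list but is absent from the genes counted. After subtraction of the library profile the MHC class I median was 0.80, which argues against RNA spread as in that profile. The level of a single other class was not subtracted for this list, so RNA from other cells is not excluded. The difference was not special to tumour-like cells. The MHC class I median was 0.66 in granulocyte-like, 0.31 in monocyte-macrophage-like, 0.33 in fibroblast-like and 0.40 in B-like cells, and the interferon gamma list had medians of 1.16, 0.63, 0.53 and 1.08. The type I list went both ways in these classes, with medians of 0.02 at percentile 27.5, 0.16 at 96.9, −0.57 at 0.00 and 0.31 at 83.7. A type I response in host cells therefore stays open. A response to interferon gamma across the tumour is one reading that these values allow. Whether it comes with the hairpin or with 1 mouse stays open. In granulocyte-like cells, a cluster led by the type I interferon genes Rsad2, Ifit1 and Ifit3 held 11.4% (10.7–12.2) and 6.70% (5.97–7.49) of these cells in the libraries labelled KPC-shV and KPC-shZEB1.

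Granulocyte RNA in tumour-like cells grew with the UMIs of the cell. The slope of log S100a8 and S100a9 UMIs on log total UMIs was 0.772 in the library labelled KPC-shV and 0.877 in the library labelled KPC-shZEB1, and 0.947 and 0.987 in B-like cells. A fixed amount of free RNA per droplet, which would give a slope near 0, is argued against by the lower value of 0.772. RNA or reads shared in proportion to a barcode's own UMIs would give a slope near 1, and the higher value of 0.877 is closer to that. Both slopes in tumour-like cells lay below 1, so the share of this RNA was lower in deep cells, and sharing in strict proportion does not describe it in full.

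AY036118, a long noncoding RNA gene on chromosome 17 from 39847113 to 39848035 (GRCm38), was higher in the library labelled KPC-shZEB1 in each of 9 classes, tumour and host alike, with ratios from 2.42 to 3.45. A technical difference between the libraries cannot be told apart from a difference between the mice, because each would raise the gene in every class, the lowest ratio of 2.42 included. The rise was not special to any of the classes where the gene ranks among the largest ratios.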
